A study of Mus musculus with 16 samples. Its data were reported in "Executioner caspases 3 and 7 are dispensable for intestinal epithelium turnover and homeostasis at steady state" (2022).

How the data were processed

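The files hold gene counts and hashtag antibody counts of 8 single-cell libraries, with 55385 gene rows and 33 antibody rows. The deposited matrices are UMI counts per barcode that the authors made with Cell Ranger 6.0.0 after bcl2fastq 2.20, aligned to GRCm38 (mm10), and the barcodes had already been called as cells. The labels do not state the annotation release, and the gene positions given here are those of GENCODE vM21. The libraries held 14461 (WT) and 16019 (DKO) barcodes in SI IEL, 8236 and 13822 in SI LPL, 9786 and 7189 in colon, and 14488 and 11365 in mLN. Their gene UMIs totalled 49154056 and 99808511, 51253826 and 104552064, 69440172 and 45088575, and 34809801 and 16895953.

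Cells were kept with 200 to 8000 genes, 100 to 30000 UMIs and at most 20% mitochondrial UMIs. More than 20% was found in 43.0% of WT and 15.4% of DKO barcodes in SI IEL, 7.09% and 2.20% in SI LPL, 13.5% and 8.42% in colon, and 1.39% and 0.255% in mLN. Hashtags were called with MULTIseqDemux in Seurat 5.3.0 before the mitochondrial filter, and HTODemux (quantile 0.99) was the alternative. Cells called as doublets of hashtags were left out of all values per mouse: 5.85% of WT and 6.67% of DKO cells in SI IEL, 2.73% and 4.16% in SI LPL, 9.53% and 7.82% in colon, and 0.112% and 1.37% in mLN. The low value in the mLN WT library, where HTODemux found 7.26%, shows that doublets were hardly called there. Doublets within a hashtag were not looked for. Cells with no hashtag, 94.3% (WT) and 96.3% (DKO) of them epithelial in SI IEL, enter only the shares over all cells. In the DKO mLN library 265 cells carried hashtag 2, which was not in use in the WT library. They were left out of the main values by a rule set after this was seen, so that mLN has 2 mice per genotype.

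Cells were clustered per compartment, with both genotypes together, in Python 3.11.15 (scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9): counts scaled to 10000 and logged, 2000 variable genes, 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1.0 (alternative 2). The study's cluster names were not used here, and names were rebuilt from marker genes and are written as enterocyte-like and so on. The naming score and its limits were set after the clusters had been looked at, and an earlier scoring was replaced. Clusters with mixed or no markers held 4.27% of WT and 2.06% of DKO cells in SI IEL, 8.55% and 9.58% in SI LPL, 14.3% and 13.8% in colon, and 4.77% and 4.42% in mLN, and were left out of the classes but kept in the denominators.

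Counts were summed per mouse and class where a mouse had at least 20 cells and each genotype at least 2 such mice. Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test) with Benjamini-Hochberg adjustment at 0.05 within each comparison, and with DESeq2 1.42.0 as the alternative. The difference between SI and colon epithelium was tested as the interaction of genotype and tissue. Of 30 gene lists drawn up before the data were examined, 29 were tested, since fewer than 5 haemoglobin genes were measured, with camera (limma 3.58.1, preset correlation 0.01), with camera and an estimated correlation, and with fry, adjusted over lists. A list count "adjusted over the list alone" adjusts the gene p-values over its members only. The symbols AY761184, Atp5f1, Ctgf and Trop2 of the lists are absent from the matrices, and 109 symbols belong to more than 1 gene row. Class shares, the share of cells with an Mki67 UMI after thinning to 1000 UMIs, and the median mitochondrial share before its filter were compared with an exact two-sided permutation test over mice, adjusted over classes (for class shares, over those of all cells only). The smallest p is 0.1 for 3 against 3 mice and 0.333 for 2 against 2. The genes the text names follow a rule set at the same time as the lists: Casp3, Casp7 and Mki67. Among genes that passed, had at least 20 CPM in the higher genotype and did not overlap between genotypes, it takes the 10 largest rises and the 10 largest falls, without antibody and T cell receptor variable segments, predicted genes, pseudogenes and sex chromosome genes. It adds up to 4 members with the smallest p of each described list. Other genes are marked as chosen after their values were seen.

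In the colon the 6 hashtags per genotype are the unit, because the labels do not say which belong to the same mouse. Whether hashtag numbers pair samples across genotypes was checked by the correlation of residuals: in colon B and plasma cells every same-numbered pair correlated by more than 0.1 (0.490 to 0.903, although hashtags 1, 4, 5 and 6 correlated higher with another number), and in every other comparison at least 1 pair did not. Colon hashtags 1 to 3 held 0 to 0.629% plasma cell-like cells and 4 to 6 held 28.3 to 39.3%, so that correlation can come from the mixture of B and plasma cells. Xist RNA, from females, was high in WT hashtags 1 and 4 and in DKO hashtags 3 and 6, so equal numbers do not match in sex. The numbers are therefore not read as pairs of mice. Replicates of a genotype were compared with a chi-square test of their counts, and all 155 pairs differed by more than counting error (lowest chi-square per degree of freedom 1.25). By sex chromosome genes each genotype had 1 female and 2 male mice in the small intestine. In simulated data with 100 genes changed 2-fold and 100 changed 4-fold, edgeR recovered 100% and 100% in SI IEL enterocyte-like and T cell-like cells, 80% and 100% in crypt-like cells, 98% and 100% in SI LPL T cell-like cells and in SI LPL macrophages and dendritic cells, 77% and 98% in colon epithelium, 56% and 88% in colon T cell-like cells, and 8% and 59% in colon B and plasma cell-like cells. The 200 changed genes were abundant, so these values do not hold for scarcer genes or where few genes change.

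Alternatives set out beforehand were DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, leaving out each mouse or hashtag, hashtag number as a block, HTODemux, a 10% mitochondrial filter, at least 50 cells, cells thinned to 1000 UMIs, no mitochondrial filter for shares, a finer clustering, and 500 or all UMIs for Mki67. Alternatives added after the data were seen, some of them following exploratory fits, were enterocyte-like, crypt-like and colon epithelial cells without the mitochondrial filter, 3 subsets of enterocyte-like cells, T cell-like cells without genes at least 4 times higher in epithelium, the hashtag set as a colon covariate, colon plasma cells alone, and the mLN with hashtag 2. No antibody other than the hashtags was analysed.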

Results

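The data are 8 droplet single-cell RNA libraries from mouse intestine and its draining lymph node, made with 10x Genomics 3′ chemistry, which tags the 3′ end of each transcript and counts each molecule by a unique molecular identifier (UMI). The mice carried floxed alleles of Casp3 and Casp7, the genes of the executioner caspases, proteases that carry out the last steps of apoptosis. In Casp3/7ΔIEC mice (DKO below), a Cre recombinase under the Villin promoter deletes both genes in the intestinal epithelium. Floxed mice without the deletion are the WT group. Each genotype was sampled in 4 compartments: the intraepithelial fraction of the small intestine (SI IEL), its lamina propria (SI LPL), the colon with both fractions together, and the mesenteric lymph node (mLN). The SI IEL cells were sorted as 50% CD45-positive (immune) and 50% CD45-negative cells, the SI LPL and mLN cells as CD45-positive, and the colon held 25% CD45-positive and 25% CD45-negative intraepithelial cells with 50% CD45-positive lamina propria cells. Every library pooled samples that carried different antibody hashtags. In the small intestine and mLN a hashtag is a mouse, in the colon it is a fraction of a mouse, and each genotype is also a separate 10x lane in every compartment. Cells passing the filters numbered 8075 (WT) and 12969 (DKO) in SI IEL, 7481 and 13209 in SI LPL, 8140 and 6405 in colon, and 14272 and 11329 in mLN. The median depth per barcode was 2641 UMIs (WT) and 3435 (DKO) in SI IEL, 3108 and 4275 in SI LPL, 3618.5 and 3593 in colon, and 2115 and 1294 in mLN. Values below are mean ± SD over mice of CPM (counts summed per mouse and cell class, scaled to a common library size), n = 3 mice per genotype in the small intestine, and log2 fold changes are DKO over WT. Gene positions are on GRCm38 (mm10).

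The first question was whether the targeted transcripts were lower in the epithelium and not elsewhere. Both genes fell in DKO enterocyte-like cells. Casp3 (ENSMUSG00000031628, chromosome 8, 46617291 to 46639689) fell from 51.2 ± 16.3 to 21.4 ± 1.54 CPM (log2 fold change -1.21, SE 0.18, adjusted p = 8.80e-05). Casp7 (ENSMUSG00000025076, chromosome 19, 56397129 to 56442344) fell from 91.3 ± 5.56 to 36.8 ± 2.64 CPM (log2 fold change -1.30, SE 0.11, adjusted p = 5.30e-07). They also fell in crypt-like cells (n = 2 WT and 3 DKO mice), Casp3 from 48.2 ± 8.21 to 10.5 ± 2.22 CPM (log2 fold change -2.17, adjusted p = 0.0179) and Casp7 from 115 ± 38.8 to 34.5 ± 3.78 CPM (-1.70, adjusted p = 0.00796). In colon epithelium (6 hashtags per genotype) Casp3 was 53.4 ± 25.2 CPM in WT and 19.7 ± 8.52 CPM in DKO (log2 fold change -1.59, adjusted p = 0.102). Casp7 was 62.5 ± 27.4 CPM in WT and 27.7 ± 9.97 CPM in DKO (-1.15, adjusted p = 0.282), so neither passed there. Goblet-like cells of the small intestine were not tested, and had means of 20.4 against 7.65 CPM for Casp3 and 33.6 against 17.0 CPM for Casp7. Villin-Cre is not active in T cell-like cells. Their Casp3 was 82.1 ± 5.03 CPM in WT and 82.0 ± 9.06 CPM in DKO in SI IEL (adjusted p = 0.988) and 74.2 against 84.1 CPM in SI LPL (adjusted p = 0.870). Casp7 in the same classes was 23.9 against 20.5 CPM (adjusted p = 0.355) and 11.3 against 9.72 CPM (adjusted p = 0.884). In mLN T cell-like cells Casp3 was 11.8 against 10.2 CPM and Casp7 10.7 against 11.1 CPM (adjusted p = 0.963 and 0.995). Of the 6 tests of these genes in epithelial classes 4 passed, 3 without DKO replicate 1, 2 with HTODemux, where crypt-like cells gave no value, and 1 with every cell thinned to 1000 UMIs. With enterocyte-like cells restricted to the cluster that held most WT cells, neither gene passed in them. The 2 tests that then passed were the unchanged ones of crypt-like cells. Tags at the 3′ end can lie outside the deleted exons, which the sources do not name, so these counts check neither the deletion nor its completeness.

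**Figure D1:**
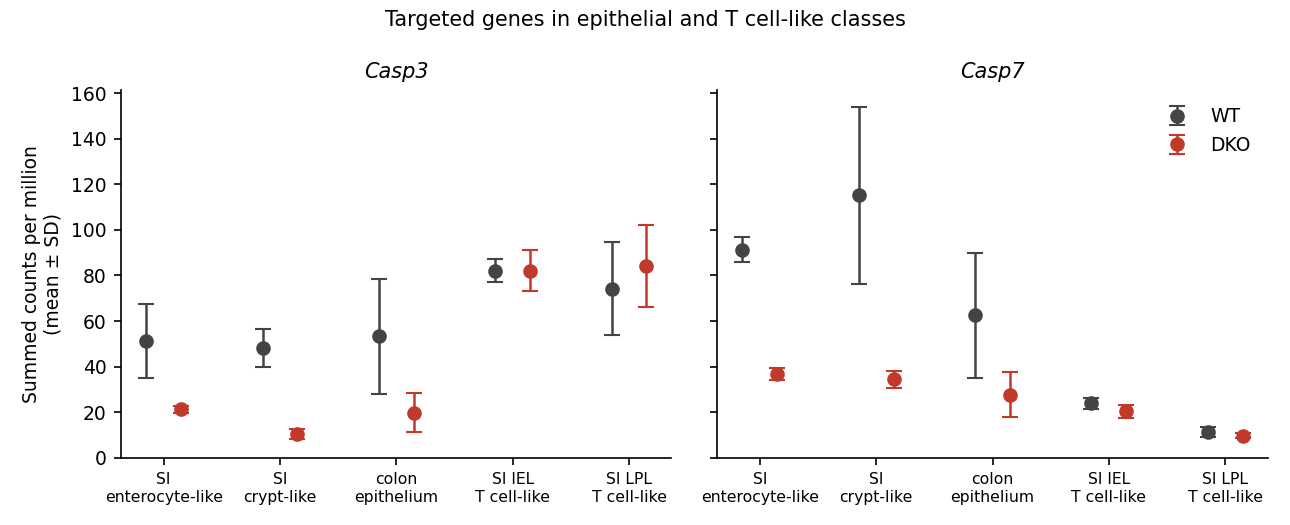
CPM of Casp3 and Casp7 (vertical axis) by cell class and genotype, each point the mean over mice or colon hashtags and each bar 1 SD. Casp3 in SI enterocyte-like cells lay at 51.2 CPM in WT and 21.4 CPM in DKO, and in SI IEL T cell-like cells at 82.1 and 82.0 CPM.

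The second question was whether loss of the caspases changed the share of epithelial cells recovered, since these cells are shed and die at the end of their life. Epithelial classes made up 11% ± 2.49 of the cells of a WT mouse and 22.1% ± 6.31 of a DKO mouse in SI IEL, and every DKO mouse lay above every WT mouse. The difference of 11 percentage points had p = 0.1 in the exact two-sided permutation test, the smallest value that 3 against 3 mice can give. Without the filter on mitochondrial UMIs the shares were 29.8% ± 3.44 and 30.3% ± 7.98, a difference of 0.518 points (exact permutation p = 0.9). Both pools were sorted to equal parts of CD45-positive and CD45-negative cells, which largely sets this share, so it cannot tell how many epithelial cells each mouse gave. The filter took out 72.9% of the 4236 epithelial barcodes of the WT library and 35.4% of the 5600 of the DKO library. With hashtags called by HTODemux instead of MULTIseqDemux the shares were 2.56% and 7.01%, a difference of 4.45 points. Over all cells of a library, with or without a hashtag, 14.2% of WT cells (1149 of 8075, 95% Wilson interval 13.5 to 15) and 27.9% of DKO cells (3618 of 12969, 27.1 to 28.7) were epithelial. Enterocyte-like cells alone were 10.4% (843, 9.79 to 11.1) and 19% (2459, 18.3 to 19.6). Without the mitochondrial filter epithelial cells were 36.5% of WT and 37% of DKO cells, and enterocyte-like cells 33.1% (3839 of 11614) and 27.7% (4197 of 15153), with the direction turned. The intervals cover counting error only.

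**Figure D2:**
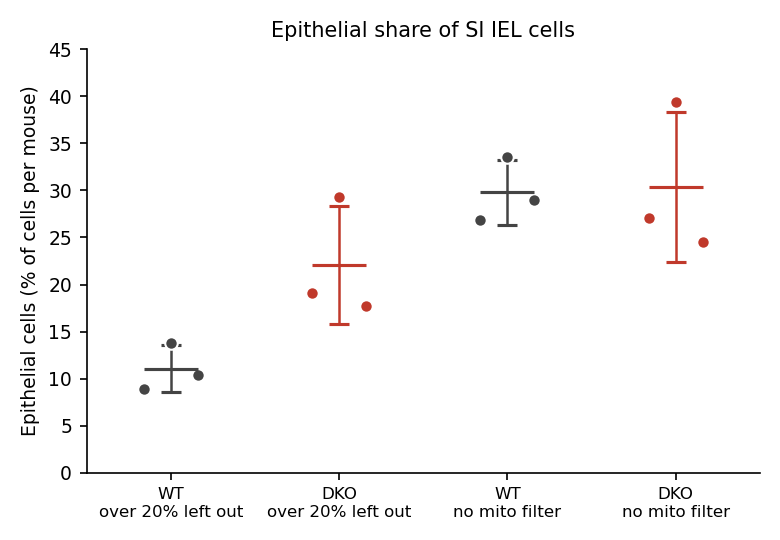
Epithelial cells as percent of all cells of each mouse (vertical axis) in the SI IEL libraries, with cells over 20% mitochondrial UMIs left out and with no mitochondrial filter; each point is 1 mouse, each horizontal line a mean and each bar 1 SD. The means were 11% and 22.1% with the filter and 29.8% and 30.3% without it.

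Within the SI IEL epithelium, crypt-like cells were 9.45% ± 3.14 of WT and 28.5% ± 5.73 of DKO epithelial cells, whereas goblet-like cells were 13.7% ± 1.60 and 5.14% ± 1.33 and tuft-like cells 2.85% ± 0.869 and 0.741% ± 0.637. Genotypes did not overlap in any of these 3 classes (n = 3 mice each, exact permutation p = 0.1 each). That denominator is what the mitochondrial filter left. Of all SI IEL cells, crypt-like cells were 1.06% ± 0.49 in WT and 6.44% ± 2.79 in DKO, still apart. Goblet-like cells were then 1.54% ± 0.486 and 1.08% ± 0.0596 (exact permutation p = 0.3) and tuft-like cells 0.329% ± 0.176 and 0.189% ± 0.208 (exact permutation p = 0.5), and both overlapped, so neither is read as a loss of cells. Within the epithelium, enterocyte-like cells, at 72.5% ± 4.09 and 64.1% ± 4.86, overlapped. Some WT crypt cells may be counted among these. Of all SI IEL cells, T cell-like cells were 64.7% ± 7.33 in WT and 61.9% ± 7.67 in DKO. B cell-like cells were 12.6% ± 2.77 and 7.35% ± 2.06 (overlapping among immune cells), and erythroid-like cells 0.285% ± 0.117 and 0.813% ± 0.144. In SI LPL, macrophage- or monocyte-like cells were 5.59% ± 0.516 in WT and 11.1% ± 2.53 in DKO, and group 2 innate lymphoid-like cells 2.37% ± 0.151 and 1.56% ± 0.434, again with no overlap. Plasma cell-like cells were 38.0% ± 9.22 and 33% ± 4.12, and T cell-like cells 20.1% ± 3.05 and 24.2% ± 6.61. In the colon, tuft-like cells were 2.49% ± 1.16 in WT and 0.925% ± 0.608 in DKO (6 hashtags each, exact permutation p = 0.0195) and goblet-like cells 26.2% ± 5.19 and 18.1% ± 4.82 of epithelial cells (exact permutation p = 0.0216). These hashtags are 3 mice in 2 fractions, so the colon p-values of shares do not stand for 6 mice. In mLN, T cell-like cells were 75.1% ± 0.592 and 76.4% ± 0.603 and B cell-like cells 18.3% ± 0.0465 and 17.5% ± 0.422 (n = 2 mice each, smallest exact p 0.333). Of 51 class shares of all cells none passed 0.05 after adjustment (permutation tests, lowest adjusted p 0.51), and 1 had an unadjusted p under 0.05. Shares of epithelial or immune cells were not adjusted. In the small intestine 8 of 27 classes (29.6%) did not overlap, where chance gives 10% for 3 against 3.

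The next comparison asked how enterocyte-like cells of the small intestine differed in gene expression (n = 3 mice per genotype, 166, 231 and 183 cells per WT mouse and 503, 664 and 404 per DKO mouse, 676820 to 9271700 UMIs per mouse). Many genes of absorption, antimicrobial defence and the nuclear-encoded part of mitochondrial respiration rose in DKO cells, and many of cell division and of lymphocytes fell. No list passed with estimated correlation (lowest adjusted p = 0.188), and several lymphocyte genes turned direction in subsets of cells. Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327), a metallothionein that binds zinc and copper, rose from 166 ± 57.2 to 2247 ± 131 CPM (log2 fold change 3.79, SE 0.16, adjusted p = 2.20e-09). Reg3b (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466), a secreted antimicrobial lectin, rose from 3217 ± 726 to 24950 ± 4029 CPM (log2 fold change 2.96, SE 0.16, adjusted p = 9.59e-09). Fabp1 (ENSMUSG00000054422, chromosome 6, 71199827 to 71205023), the liver-type fatty acid-binding protein, rose from 1051 ± 289 to 8033 ± 1288 CPM (log2 fold change 2.93, SE 0.17, adjusted p = 1.69e-08). Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139), a marker of intestinal stem cells, fell from 45.8 ± 11.7 to 2.51 ± 0.330 CPM (log2 fold change -4.13, SE 0.25, adjusted p = 2.29e-08). Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a marker of dividing cells, fell from 116 ± 50.2 to 10.7 ± 1.55 CPM (log2 fold change -3.48, SE 0.24, adjusted p = 5.85e-08). Of 10285 genes tested by edgeR, 2690 rose and 2520 fell (50.7%), and 59.5% did not overlap between genotypes, where chance gives 10%.

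Clusters and cell quality moved with genotype in this class, which bears on each gene group below. Of WT enterocyte-like cells 90.7% lay in cluster 8 (median 3196.5 UMIs), whereas DKO cells lay mostly in cluster 7 (35.6%), cluster 10 (29.2%) and cluster 12 (26.5%), with medians of 15276 to 16163 UMIs, and 8.72% in cluster 8. Before any mitochondrial filter the median mitochondrial share was 46.7% ± 2.24 in WT and 15.2% ± 1.69 in DKO mice. The count of 5210 changed genes was 2848 with HTODemux, 3344 with cells over 10% mitochondrial UMIs left out and 1956 in cells thinned to 1000 UMIs. It was 671 within cluster 8, 1814 in cells over 20% mitochondrial UMIs, and 1891 in cells matched between genotypes on mitochondrial share and UMIs (1443 per genotype). The matched cells were drawn without the mitochondrial filter, at a median of 38.2% mitochondrial UMIs in WT and 38.1% in DKO, so most of them are not among the filtered cells (580 WT and 1571 DKO) of the main fit. In matched cells the log2 fold changes had the sign found in the filtered cells for 89.3% of 4717 genes, with a slope of 0.426. In cells over 20% mitochondrial UMIs it was 74.2% (slope 0.302) and within cluster 8 it was 73.1% (slope 0.351).

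Genes of energy metabolism rose together. All 75 measured nuclear genes of oxidative phosphorylation rose (75 adjusted over the list alone, median log2 fold change 1.40, adjusted p = 2.04e-67 by camera, 0.201 with estimated correlation). Cox5a (ENSMUSG00000000088, chromosome 9, 57521274 to 57532426), a subunit of cytochrome c oxidase, rose from 417 ± 50.6 to 1704 ± 94.2 CPM (log2 fold change 2.03, SE 0.10, adjusted p = 6.21e-09). Cox7a2, Cox7b and Uqcrh rose from 376 to 1278 CPM, from 404 to 1449.7 CPM and from 513 to 1602 CPM. In matched cells 60 of the 75 rose (median 0.66, adjusted p = 0.372 with estimated correlation). Of the 12 mitochondrially encoded genes 6 rose and 1 fell, with mt-Cytb at from 9902 to 15026 CPM, and the list was not called (adjusted p = 0.142 by camera, 0.630 with estimated correlation); the filter on mitochondrial UMIs acts on these genes directly.

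Genes of absorption rose as well. Of the lipid absorption and PPAR genes 18 rose and 2 fell of 30 (19 and 2 adjusted over the list alone, median 0.47, adjusted p = 2.16e-08 by camera, 0.297 with estimated correlation). Besides Fabp1, the chylomicron apolipoproteins Apoc3 and Apoa4 rose from 200.2 to 1372 CPM and from 475 to 1709 CPM, and Rbp2, a retinol-binding protein, from 1388 to 6059 CPM. Of the brush border digestion and transport genes 24 rose and 0 fell of 31 (25 and 0 adjusted over the list alone, median 0.59, adjusted p = 3.23e-07 by camera, 0.411 with estimated correlation). Slc51b, a bile acid exporter, rose from 104 to 474 CPM, the peptidases Mep1b and Ace2 from 310.0 to 741 CPM and from 172 to 439 CPM, and the sugar transporter Slc2a2 from 41.8 to 149 CPM. Genes of the villus bottom gave 12 rose and 0 fell of 16 (median 1.44, adjusted p = 1.04e-14 by camera, 0.201 with estimated correlation). Genes of the villus tip gave 8 rose and 3 fell of 16 (median 0.30, adjusted p = 0.0146 by camera, 0.259 with estimated correlation). Serpinb6a rose by 1.29 on the log2 scale and Krt20, a keratin of mature cells, from 673 to 972 CPM. Krt20 turned direction in thinned cells (log2 fold change -0.08) and in cells over 20% mitochondrial UMIs (-0.03). The list of epithelial genes set up to trace free RNA gave 15 rose and 7 fell of 23 (median 1.06, adjusted p = 8.72e-09 by camera, 0.201 with estimated correlation).

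Antimicrobial, interferon and antigen presentation genes formed a further group that rose. Of the mucosal inflammation and antimicrobial genes 10 rose and 3 fell of 18 (10 and 3 adjusted over the list alone, median 1.27, adjusted p = 5.36e-06 by camera, 0.188 with estimated correlation). Reg3g rose from 1535 to 9172 CPM, Lypd8, which keeps bacteria from the epithelium, from 957 to 4938 CPM, and Reg1 from 589 to 4404 CPM. Of the interferon response genes 21 rose and 3 fell of 33 (22 and 3 adjusted over the list alone, median 1.37, adjusted p = 6.24e-05 by camera, 0.534 with estimated correlation). Zbp1 rose from 14.6 to 90.5 CPM, the ubiquitin-like Isg15 from 26.9 to 165 CPM, the immunoproteasome subunit Psmb8 from 196 to 462 CPM and Bst2, or tetherin, from 3.65 to 37.3 CPM. Ifi44 rose from 1.92 to 23.5 CPM, and Ly6a, or Sca-1, from 2.57 to 60.4 CPM. Of the genes of MHC class II presentation 8 rose and 0 fell of 9 (8 and 1 adjusted over the list alone, median 1.15, adjusted p = 9.40e-04 by camera, 0.411 with estimated correlation). H2-Eb1 rose from 128 to 317 CPM, Ifi30 from 111 to 283 CPM and Ctss from 44.2 to 112 CPM. Within cluster 8 the log2 fold change of H2-Eb1 was -0.00072. In matched cells 8 mucosal and 15 interferon genes rose, of 16 and 29 measured. Hba-a1 and Hba-a2, the haemoglobin alpha chains of red cells, rose from 3.79 to 36.3 CPM and from 3.96 to 29.5 CPM, in a library with more erythroid-like cells (0.813% against 0.285%). Mbl2 rose from 7.23 to 49.6 CPM, and Plet1 had 0 UMIs in the WT mice and 21.5 CPM in DKO.

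Genes of cell division fell. Of the G2M checkpoint and mitosis genes 2 rose and 19 fell of 24 (2 and 19 adjusted over the list alone, median -1.20, adjusted p = 2.09e-06 by camera, 0.295 with estimated correlation). Cenpf, a centromere protein, fell from 33.6 to 2.77 CPM, and the topoisomerase Top2a from 37.9 to 6.44 CPM, while Tubb4b rose by 1.19 on the log2 scale. Of the E2F target and S phase genes 1 rose and 13 fell of 29 (median -0.79, adjusted p = 0.00383 by camera, 0.295 with estimated correlation). Log2 fold changes were -2.41 for Mcm5 (0.05 in matched cells) and -2.09 for Clspn. Atad2 was at -1.77 (0.08 over 20% mitochondrial UMIs, 0.01 in cluster 8). Of the MYC target and ribosome biogenesis genes 8 rose and 20 fell of 51 (median -0.47, adjusted p = 0.00600 by camera, 0.271 with estimated correlation). The nucleolar Ncl and Nop56 fell from 328 to 139 CPM and from 41.1 to 7.84 CPM. Further large falls were in the crypt genes Sox4 (-3.50) and Slc12a2 (-3.33), in Thbs1 (-3.25) and Hirip3 (-3.22), and in the non-coding RNAs Rn7sk (-5.33), Rpph1 (-4.32) and n-R5-8s1 (-4.51).

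Lymphocyte markers, which belong to another cell type, were lower in DKO enterocyte-like cells. Of the effector genes of intraepithelial lymphocytes 0 rose and 19 fell of 23 (0 and 20 adjusted over the list alone, median -1.38, adjusted p = 4.04e-06 by camera, 0.463 with estimated correlation). The chemokine Ccl5 fell from 3525 to 1162 CPM and the integrin Itgae from 91.2 to 27.4 CPM. Of the lymphocyte activation genes 0 rose and 9 fell of 14 (0 and 10 adjusted over the list alone, median -1.31, adjusted p = 5.16e-04 by camera, 0.296 with estimated correlation). Nr4a1 fell by 2.33 on the log2 scale. Several of these turned direction in subsets of cells. In cells over 20% mitochondrial UMIs the log2 fold changes were 1.09 for Ccl5, 0.87 for Fcer1g, 0.43 for Itgae, 0.19 for Ahr, 0.17 for Nr4a2 and 0.05 for Lag3. Within cluster 8 they were 1.05 for Fcer1g, 0.72 for Ccl5, 0.70 for Itgae, 0.67 for Nr4a2, 0.25 for Nr4a3 and 0.23 for Lag3, and in matched cells 0.01 for Fcer1g and 0.0019 for Ccl5. Naive and central lymphocyte genes gave 0 rose and 3 fell of 8 (adjusted p = 0.1 by camera, 0.534 with estimated correlation). Regulatory T cell genes gave 3 rose and 3 fell of 9 (adjusted p = 0.465 by camera, 0.667 with estimated correlation). Immunoglobulin constant genes gave 2 rose and 3 fell of 8 (adjusted p = 0.463 by camera, 0.656 with estimated correlation, median 0.69 although the test pointed down).

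Genes of cell death and stress moved both ways. Of the apoptosis genes 10 rose and 7 fell of 32 (adjusted p = 0.463 by camera, 0.534 with estimated correlation). Besides Casp3 and Casp7, Cycs, or cytochrome c, rose from 206 to 719 CPM, Casp6 from 71.9 to 196 CPM and the BH3-only gene Bad from 42.3 to 107 CPM. Of the necroptosis and pyroptosis genes 6 rose and 3 fell of 21 (adjusted p = 0.385 by camera, 0.534 with estimated correlation). The cytokine Il18 rose from 66.0 to 269 CPM and the inflammasome adaptor Pycard from 388 to 915 CPM, while the flagellin sensor family member Naip6 fell from 127 to 38.7 CPM. Of the p53 target genes 6 rose and 4 fell of 18 (adjusted p = 0.62 by camera, 0.656 with estimated correlation, Bax from 32.2 to 73.9 CPM). Of the unfolded protein and integrated stress response genes 11 rose and 5 fell of 27 (adjusted p = 0.145 by camera, 0.534 with estimated correlation, Manf from 81.5 to 269 CPM). Immediate early and heat shock genes gave 11 rose and 8 fell of 29 (12 and 9 adjusted over the list alone, adjusted p = 0.900 by camera, 0.985 with estimated correlation), where the median was 0.18 and the test pointed down. Among cell junction and actomyosin genes 13 rose and 6 fell of 32 (adjusted p = 0.468 by camera, 0.656 with estimated correlation). TGF-beta signalling genes gave 3 rose and 9 fell of 28 (adjusted p = 0.0658 by camera, 0.299 with estimated correlation). IL6 JAK STAT3 genes gave 7 rose and 12 fell of 31 (adjusted p = 0.208 by camera, 0.534 with estimated correlation). Wound healing and fetal-like genes gave 5 rose and 0 fell of 9 (adjusted p = 0.137 by camera, 0.549 with estimated correlation). Efferocytosis and lipid efflux genes gave 3 rose and 2 fell of 13 (adjusted p = 0.977 by camera, 0.985 with estimated correlation, median -0.13 although the test pointed up). Sex chromosome genes gave 0 rose and 0 fell of 6 (adjusted p = 0.453 by camera, 0.534 with estimated correlation).

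**Figure D3:**
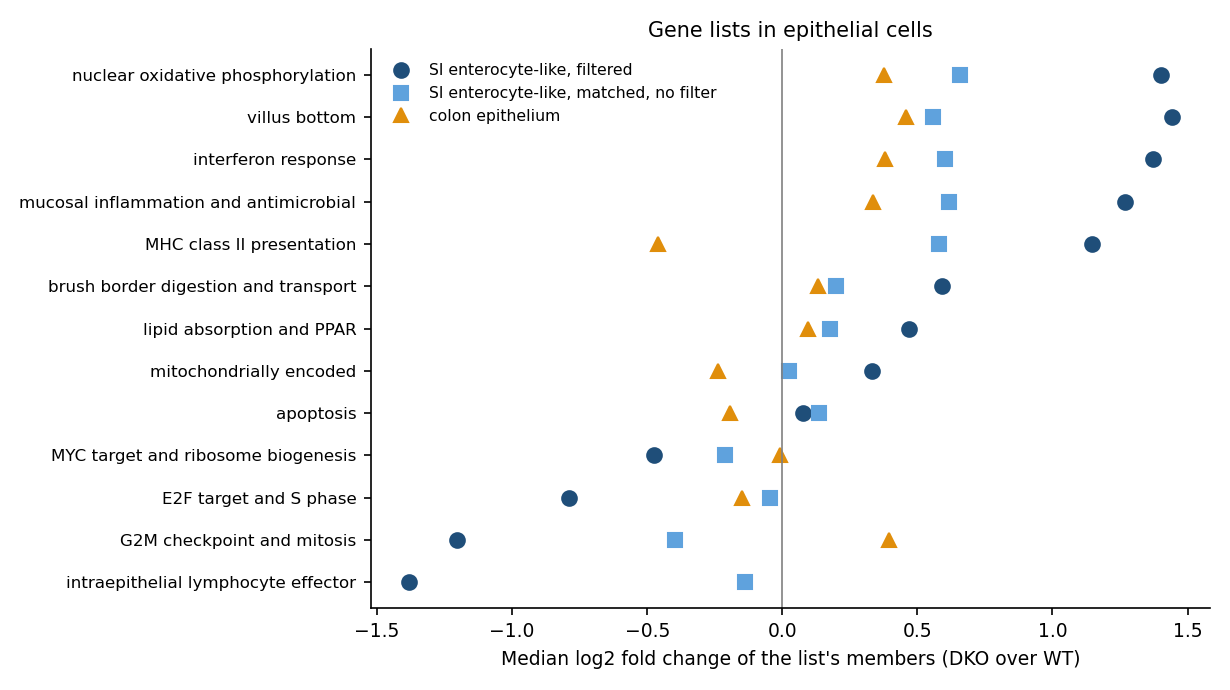
Median log2 fold change (DKO over WT, horizontal axis) of the measured members of 13 gene lists, for SI enterocyte-like cells that passed the mitochondrial filter, for those matched on mitochondrial share and UMIs without that filter, and for colon epithelium, where the intraepithelial lymphocyte effector list has no value. The nuclear oxidative phosphorylation genes lie at 1.40, 0.66 and 0.38.

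Crypt-like cells of SI IEL, the dividing compartment of the epithelium, had fewer changed genes (n = 2 WT and 3 DKO mice, 266590 to 4778100 UMIs per mouse). Of 9840 genes tested, 6 rose and 5 fell, with 1274 at an unadjusted p under 0.05 and 113 called by DESeq2. Mt1 rose from 219.8 ± 16.7 to 1669 ± 76.5 CPM (log2 fold change 2.92, SE 0.17, adjusted p = 5.20e-06) and Reg3b from 1449 ± 737 to 8452 ± 1517 CPM (log2 fold change 2.53, SE 0.29, adjusted p = 0.00418). Krtcap2 and Spcs2, subunits of the glycosylation and signal peptidase complexes of the endoplasmic reticulum, rose from 134 to 283 CPM and from 144 to 280.1 CPM, and the histone genes H2ac8 and Hist1h2ap from 26.3 to 147 CPM and from 81.7 to 291 CPM. Reads of these histones are shared with near-identical copies, so which copy rose is uncertain. Besides Casp3 and Casp7, the cytoskeletal linker Plec fell from 193 to 100.3 CPM, the RNA Mir6236 from 2442 to 918 CPM and Gm26917 from 1036 to 317 CPM, the last named after its values were seen. Mki67 did not pass, at 306 ± 57.0 CPM in WT and 265 ± 52.4 CPM in DKO (adjusted p = 0.682). Of the E2F target and S phase genes all 43 had a positive log2 fold change (median 0.91, adjusted p = 2.44e-15 by camera, 0.371 with estimated correlation), and 0 rose over all genes and 11 adjusted over the list alone. Stmn1 was at 126 against 260.3 CPM (adjusted p = 0.0536) and Nasp at 75.8 against 145 CPM (adjusted p = 0.124). The immediate early and heat shock list had 27 of 29 positive (median 0.53, adjusted p = 1.54e-13 by camera, 0.371 with estimated correlation, 0 rose, 12 adjusted over the list alone). The unfolded protein list had 20 of 26 (median 0.44, adjusted p = 9.02e-06 by camera, 0.422 with estimated correlation, 0 rose, 10 adjusted over the list alone). The oxidative phosphorylation list had a median of 0.13 (adjusted p = 0.00211 by camera, 0.715 with estimated correlation), and the cell junction list one of -0.22 (adjusted p = 7.20e-05 by camera, 0.422 with estimated correlation). The count of 11 was 240 without WT replicate 1, 29 without WT replicate 2, and 17 without DKO replicate 3. It was 234 with no filter on low counts, 82 without the mitochondrial filter, 23 with cells over 10% mitochondrial UMIs left out and 5 in thinned cells.

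The share of cells with an Mki67 UMI was compared after thinning each cell to 1000 UMIs. No class gave a background for it, so it is not read as the share of dividing cells. In enterocyte-like cells it was 8.01% ± 3.77 in WT and 1.37% ± 0.551 in DKO mice (n = 3 each, exact permutation p = 0.1, every WT mouse above, median depth before thinning 3465 and 14825 UMIs). In crypt-like cells it was 20.8% ± 6.82 and 18.9% ± 3.98 (n = 2 and 3, exact permutation p = 0.7), and in goblet-like cells 2.50% ± 2.35 and 4.18% ± 3.73 (exact permutation p = 0.6). Without thinning the crypt-like shares were 50.9% and 58.1%, with the direction turned. In T cell-like cells of SI IEL it was 2.42% ± 0.536 and 3.78% ± 0.628 (n = 3 each, exact permutation p = 0.1, median depth 3423.5 and 2868 UMIs). Mast cell-like cells pooled over mice gave 3.13% in WT and 7.14% in DKO (median depths 3450 and 3570 UMIs), and pooled neutrophil-like cells of the colon, which do not divide once mature, 3.57% in WT and 0 in DKO (1009 and 802 UMIs). These were few cells, but the shares of several other classes were no higher. In colon epithelium it was 6.06% ± 3.77 and 7.17% ± 6.15 (5 and 6 hashtags, exact permutation p = 0.753), and in colon T cell-like cells 2.58% and 2.45% (6 and 3 hashtags, exact permutation p = 0.929).

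The mitochondrial share of UMIs in SI IEL epithelium was lower in every DKO mouse than in every WT mouse, and the genotypes overlapped in T cell-like cells. Before the filter its median per mouse was 40.9% ± 3.98 in WT and 11.1% ± 0.565 in DKO over all SI IEL epithelial cells, 7.59% ± 1.68 and 4.31% ± 0.604 in goblet-like cells, and 7.36% ± 4.44 and 7.27% ± 0.395 in crypt-like cells. After the 20% filter enterocyte-like cells gave 11.1% ± 0.496 and 7.62% ± 0.235. The few epithelial cells of SI LPL gave 18% ± 4.80 and 6.31% ± 1.40, and colon epithelium 20% ± 8.74 and 14.2% ± 8.75 (6 hashtags each, exact permutation p = 0.279). SI IEL T cell-like cells gave 2.90% ± 0.115 and 2.79% ± 0.0982 (exact permutation p = 0.3). Of 41 classes none passed 0.05 after adjustment (permutation tests, lowest adjusted p 0.41), and with 3 against 3 mice no unadjusted p can fall below 0.1.

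T cell-like cells of SI IEL are not a target of Villin-Cre, and the question was whether they differed beside a DKO epithelium (n = 3 mice per genotype, 5117100 to 8687200 UMIs per mouse). Of 11881 genes 518 rose and 264 fell (6.58%), and 25.1% did not overlap, where chance gives 10%. The largest rises were in epithelial transcripts: Reg3b from 59.9 ± 1.58 to 651 ± 3.08 CPM (log2 fold change 3.44, SE 0.06, adjusted p = 6.22e-13). Reg3g rose from 25.0 to 252 CPM, Lypd8 from 16.0 to 127 CPM, Fabp1 from 31.3 to 162 CPM, Mt1 from 21.1 to 108 CPM and Spink1, a secreted protease inhibitor, from 16.3 to 121 CPM. The goblet cell transcripts Muc2 and Fcgbp fell from 111 to 24.7 CPM and from 156 to 37.9 CPM. A Reg3b UMI was present in 17.1% of WT and 83.0% of DKO T cell-like cells (median depth 3423.5 and 2868 UMIs), and in 15.5% and 80.4% of B cell-like cells (2492 and 1945 UMIs), which should also lack the gene. Of the genes that rose 258 (49.8%) and of those that fell 23 (8.71%) were at least 4 times higher in SI IEL epithelium than in T cell-like cells, against 7.60% of all genes tested. Without such genes 322 were called. The 782 calls were 374 without WT replicate 1, 460 without WT replicate 2, 431 without DKO replicate 1, 465 with DESeq2 and 292 in thinned cells.

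Among lists of lymphocyte and general genes, nuclear oxidative phosphorylation genes rose in 42 of 75 (61 adjusted over the list alone, median 0.25, adjusted p = 2.52e-18 by camera, 0.144 with estimated correlation). Cox7b rose from 236 to 318 CPM. In contrast, 7 of 12 mitochondrially encoded genes fell (median -0.24, adjusted p = 3.66e-06 by camera, 0.144 with estimated correlation). Of the lymphocyte activation genes 1 rose and 6 fell of 28 (2 and 6 adjusted over the list alone, adjusted p = 0.00204 by camera, 0.429 with estimated correlation). The orphan nuclear receptor genes Nr4a1 and Nr4a3, induced by T cell receptor signals, fell from 313 to 219.6 CPM and from 607 to 416 CPM, and the inhibitory receptor genes Lag3 and Ctla4 from 172 to 129 CPM and from 197 to 143 CPM. Of the immediate early and heat shock genes 1 rose and 4 fell of 30 (adjusted p = 0.00969 by camera, 0.606 with estimated correlation), with Junb from 2763 to 2096 CPM. Of the effector genes 2 rose and 1 fell of 26 (adjusted p = 0.486 by camera, 0.804 with estimated correlation): Gzma, or granzyme A, rose from 24687 to 27886 CPM, Ccl5 from 25775 to 29519 CPM, and Itgae fell from 927 to 818 CPM. Of the G2M genes 4 rose and 0 fell of 44 (12 and 0 adjusted over the list alone, adjusted p = 3.21e-07 by camera, 0.472 with estimated correlation). Of the E2F genes 5 rose and 0 fell of 44 (16 and 0 adjusted over the list alone, adjusted p = 1.61e-06 by camera, 0.472 with estimated correlation). Birc5 and Stmn1 rose by 0.81 and 0.55 on the log2 scale. Mki67 was 60.7 ± 17.8 CPM in WT and 90.2 ± 22.4 CPM in DKO (adjusted p = 0.0881). MHC class II genes gave 5 rose and 0 fell of 8 (adjusted p = 1.79e-04 by camera, 0.144 with estimated correlation), with H2-Ab1 at 0.54. The lists that held with estimated correlation were all epithelial: villus bottom genes (14 rose and 0 fell of 15, adjusted p = 2.71e-04), free epithelial RNA genes (15 rose and 3 fell of 19, 2.71e-04) and mucosal and antimicrobial genes (9 rose and 1 fell of 15, 9.35e-04). They also included brush border genes (14 rose and 1 fell of 30, adjusted p = 0.0211), lipid absorption genes (8 rose and 1 fell of 26, 0.0270) and villus tip genes (4 rose and 2 fell of 13, 0.0478, with a median of -0.04 although the test pointed up). Other large changes were a rise of Hba-a1 from 6.70 to 35.7 CPM and falls of Mir6236 from 6226 to 2453 CPM, of Mcam from 56.5 to 31.1 CPM and of the immunoglobulin chain Iglc1 from 324 ± 433 to 7.89 ± 0.130 CPM. Rps27rt fell by 0.85 on the log2 scale and has near-identical copies, so its change is uncertain.

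**Figure D4:**
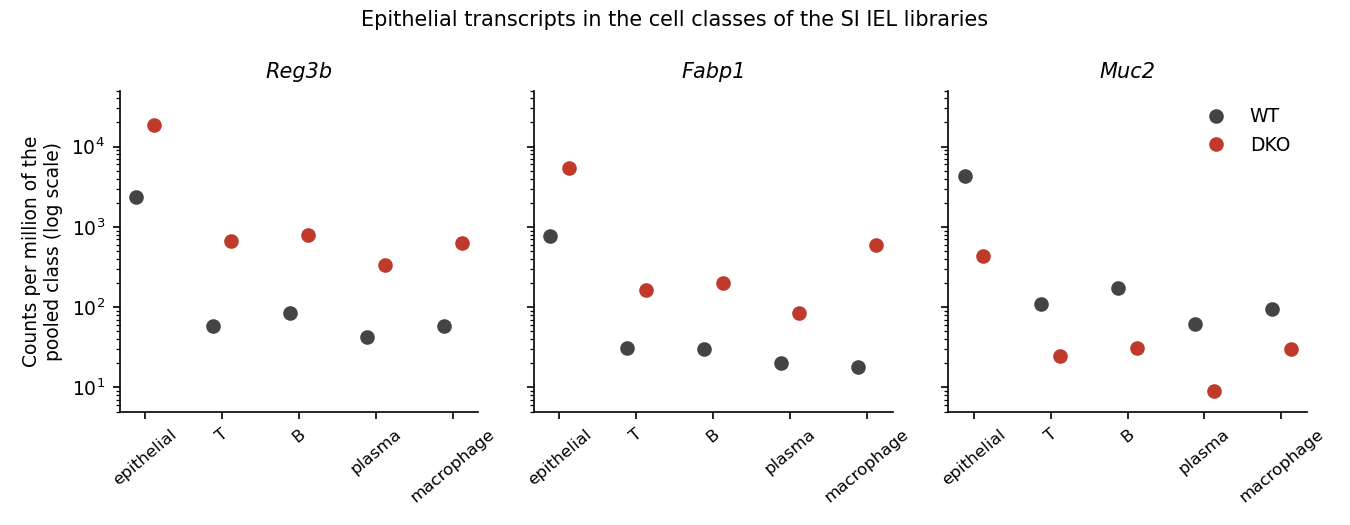
CPM (vertical axis, log scale) of the enterocyte genes Reg3b and Fabp1 and the goblet cell gene Muc2 in the pooled cells of 5 classes of the SI IEL libraries, by genotype. Reg3b lies at 2359 and 18787 CPM in epithelial cells (WT and DKO) and at 58.8 and 659 CPM in T cell-like cells, and Muc2 is lower in DKO in all 5 classes.

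In SI LPL, sorted for CD45-positive cells, few genes differed in T cell-like cells (n = 3 mice per genotype, 9401 genes, 1412300 to 4337600 UMIs per mouse). The immunoglobulin light chain Iglc2 fell from 439.5 ± 80.4 to 157 ± 29.9 CPM (log2 fold change -1.49, SE 0.17, adjusted p = 0.0356). The monocyte and memory T cell marker Ly6c2 fell from 105 to 39.7 CPM, the membrane protein Tmem176a from 109 to 37.5 CPM, the MHC class II invariant chain Cd74 from 422 to 231 CPM and Tent5c from 273 to 173 CPM. The variable segment Iglv3 fell from 19.1 to 4.10 CPM, named after its values were seen, and the Paneth cell defensin Defa24 rose from 2.09 to 22.7 CPM. In all 1 rose and 6 fell, with 725 at an unadjusted p under 0.05 and 41 called by DESeq2. Igkc, an antibody light chain that T cells do not make, was at 71766 CPM in pooled WT and 31585 CPM in pooled DKO T cell-like cells, with a UMI in 98.8% and 100% of cells (median depth 2509.5 and 3145.5 UMIs). The immunoglobulin list had 2 of 10 positive (median -1.18, 1 rose and 7 fell adjusted over the list alone, adjusted p = 7.17e-11 by camera, 0.199 with estimated correlation). The unfolded protein list had 2 of 28 (median -0.34, 0 rose and 11 fell adjusted over the list alone, adjusted p = 4.02e-11 by camera, 0.482 with estimated correlation). The effector list had 24 of 26 positive (median 0.46, adjusted p = 1.64e-07 by camera, 0.57 with estimated correlation), and the naive list 1 of 12 (median -0.55, adjusted p = 1.61e-07 by camera, 0.508 with estimated correlation). WT cells were most often in cluster 5 (24.7%) and DKO cells in cluster 4 (30.4%). The count was 24 without DKO replicate 2, 1 without WT replicate 1 or 3, 0 without WT replicate 2 or DKO replicate 1, 0 with HTODemux, 2 in thinned cells and 294 with no filter on low counts.

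In SI LPL B cell-like cells (n = 3 each, 7887 genes) Mt1 rose from 23.8 ± 1.71 to 60.3 ± 4.63 CPM (log2 fold change 1.35, SE 0.20, adjusted p = 0.00895) and the ribosomal protein gene Rps29 from 4041 to 4852 CPM. The RNAs Rn7sk, Mir6236 and Gm26917 fell from 32.1 to 8.63 CPM, from 4202 to 2834 CPM and from 1543 to 396 CPM, the last named after its values were seen. These 5 were all that passed, with 443 at an unadjusted p under 0.05 and 2 called by DESeq2. The oxidative phosphorylation list had 60 of 74 positive (median 0.15, adjusted p = 2.88e-07 by camera, 0.477 with estimated correlation). Without WT replicate 1 the count was 3, without WT replicate 2 it was 2, in thinned cells it was 14 and with no filter on low counts 39.

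In SI LPL plasma cell-like cells (n = 3 each, 11732 genes) only Uba52 (ENSMUSG00000090137, chromosome 8, 70508263 to 70510801), which encodes ubiquitin fused to a ribosomal protein, rose, from 59.6 ± 1.23 to 94.5 ± 0.885 CPM (log2 fold change 0.67, SE 0.05, adjusted p = 0.00539). It has near-identical copies in the genome, so its change is uncertain. At an unadjusted p under 0.05 there were 608 genes, and DESeq2 called 19. Lists of epithelial genes held with estimated correlation: free epithelial RNA genes (8 of 12 rose adjusted over the list alone, 0 over all genes, adjusted p = 0.0397) and mucosal and antimicrobial genes (5 of 11, 0 over all genes, adjusted p = 0.0387). The effector list was positive in 20 of 23 (adjusted p = 1.80e-05 by camera, 0.399 with estimated correlation). The count was 2 without WT replicate 1, 4 without DKO replicate 2, 0 without WT replicate 2 or 3, 3 in thinned cells and 240 with no filter on low counts.

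Macrophages and dendritic cells of SI LPL, the cells that take up dying epithelium, gave 0 changed genes of 9588 by edgeR (n = 3 each, 1029700 to 6294400 UMIs per mouse), with 1297 at an unadjusted p under 0.05 and 63 called by DESeq2. The efferocytosis and lipid efflux list, which holds receptors for apoptotic cells, had 16 of 22 positive and 12 rose adjusted over the list alone (median 0.51, adjusted p = 7.60e-09 by camera, 0.396 with estimated correlation). The scavenger receptor Stab1 was 38.7 ± 7.88 CPM in WT and 89.9 ± 6.46 CPM in DKO (adjusted p = 0.0664), the cholesterol exporter Abca1 168 against 308 CPM (0.0979), the receptor Mertk 20.3 against 45.1 CPM (0.162) and the complement gene C1qa 532 against 906 CPM (0.201). The interferon list had 9 of 33 positive (median -0.45, 0 rose and 5 fell adjusted over the list alone, adjusted p = 2.35e-05 by camera, 0.396 with estimated correlation), and Irf7 was 38.0 against 17.8 CPM (adjusted p = 0.136). The oxidative phosphorylation list had 10 of 75 (median -0.21, adjusted p = 4.85e-06 by camera, 0.593 with estimated correlation). These cells were summed over macrophages, monocytes and dendritic cells, and macrophages or monocytes were 5.59% of WT and 11.1% of DKO cells while dendritic cells were 4.91% and 5.65%, so the mixture moves with these lists. The count was 19 without DKO replicate 2, 3 without DKO replicate 3 and 390 with no filter on low counts.

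In the colon, 6 hashtags per genotype stand for 3 mice in 2 fractions, and the labels do not say which hashtag is which. By plasma cell-like share (0 to 0.629% against 28.3 to 39.3%), hashtags 1 to 3 resembled the intraepithelial and 4 to 6 the lamina propria fraction. Xist RNA, from females, was high in WT hashtags 1 and 4 (1454 and 1073 CPM) and DKO hashtags 3 and 6 (1081 and 982 CPM). Each pair is probably 1 female mouse. Male hashtags could not be matched, and the fits kept hashtags as units. Some thus share a mouse, and pooling fractions adds spread, so p-values of the colon and interaction tests can err either way. Most of the colon epithelial cells carried hashtags 4 to 6, which held 1377 to 2601 cells each against 210 to 385 for hashtags 1 to 3. Lamina propria cells were sorted as CD45-positive. If hashtags 4 to 6 are that fraction, most of this epithelium is not the CD45-negative intraepithelial part of the sort. In colon epithelium (6380 genes, 67626 to 1372000 UMIs per hashtag) Mt1 rose from 459.5 ± 83.5 to 1290.3 ± 92.9 CPM (log2 fold change 1.48, SE 0.17, adjusted p = 8.32e-04, higher in every DKO than in every WT hashtag). The RNA Gm26917 fell from 4936 to 275 CPM, named after its values were seen. These were the 2 calls, with 657 genes at an unadjusted p under 0.05 and 37 called by DESeq2. All 74 measured nuclear oxidative phosphorylation genes had a positive log2 fold change (median 0.38, 0 rose over all genes and 0 adjusted over the list alone, adjusted p = 1.11e-21 by camera, 0.430 with estimated correlation). G2M genes were positive in 27 of 32 (median 0.40, adjusted p = 4.90e-06 by camera, 0.580 with estimated correlation). Villus bottom genes were positive in 9 of 10 (median 0.46, adjusted p = 0.00260 by camera, 0.396 with estimated correlation). Interferon genes were positive in 13 of 15 (median 0.38, adjusted p = 0.0258 by camera, 0.436 with estimated correlation). The antimicrobial genes Ang4, an angiogenin, and Reg3b were 18.7 ± 34.0 CPM in WT and 388 ± 360.3 CPM in DKO (adjusted p = 0.102) and 67.6 ± 72.7 CPM in WT and 914 ± 901 CPM in DKO (adjusted p = 0.176). Mki67 was 132 against 174 CPM (adjusted p = 0.969). WT cells were most often in cluster 18 (26.6%) and DKO cells in cluster 14 (37.5%), with medians of 3724 and 8020.5 UMIs. The count was 6 without WT replicate 5, 4 without DKO replicate 4, and 3 without WT or DKO replicate 2. It was 56 with the hashtag set (1 to 3 against 4 to 6) as a covariate, 34 with no filter on low counts, 19 in thinned cells and 1 without the mitochondrial filter.

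In colon T cell-like cells (6 WT and 4 DKO hashtags, 2667 genes) Uba52 alone rose, from 231 ± 45.8 to 569 ± 96.3 CPM (log2 fold change 1.27, SE 0.20, adjusted p = 0.0196), with 112 genes at an unadjusted p under 0.05 and 1 called by DESeq2. Its near-identical copies make the change uncertain, and the count was 0 without WT replicate 1, 2 or 6 or any DKO replicate and with at least 50 cells per hashtag, and 23 with no filter on low counts. Casp3 was too sparse to test there (65.5 against 96.7 CPM). The immediate early and heat shock list was positive in 2 of 27 (median -0.39, adjusted p = 2.46e-07 by camera, 0.367 with estimated correlation). The effector list was positive in 4 of 21 (median -0.28, 0 rose and 3 fell adjusted over the list alone, adjusted p = 2.74e-04 by camera, 0.546 with estimated correlation). In colon B and plasma cell-like cells (6 hashtags each, 8069 genes) Car1, a carbonic anhydrase of colonocytes, rose from 7.75 ± 4.96 to 19.5 ± 3.80 CPM (log2 fold change 1.73, SE 0.19, adjusted p = 0.00181), with overlap between genotypes. The pseudogene Rpl17-ps8 rose from 2.47 to 23.3 CPM, named after its values were seen and with near-identical copies. At an unadjusted p under 0.05 there were 73 genes, and DESeq2 called 5. With hashtag number as a block 44 genes changed, of which 35 rose and 9 fell. The numbers part samples with few plasma cell-like cells (1 to 3) from those with many (4 to 6), but were not shown to pair mice. Free epithelial RNA genes rose as a list (1 rose, 7 of 9 adjusted over the list alone, adjusted p = 1.51e-30 by camera, 4.73e-04 with estimated correlation). G2M genes were positive in 35 of 37 (adjusted p = 5.48e-05 by camera, 0.987 with estimated correlation). The 2 calls were 0 without WT or DKO replicate 4, 5 or 6, 3 without DKO replicate 1, 0 in thinned cells, 7 with no filter on low counts, 26 with the hashtag set as a covariate and 18 in plasma cells only. With 8% of genes changed 2-fold in simulated data recovered, this fit finds little.

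In the mesenteric lymph node (n = 2 mice per genotype) T cell-like cells had 5 genes that rose and 2 that fell of 11937 tested (4872700 to 14580000 UMIs per mouse), with 672 at an unadjusted p under 0.05 and 9 called by DESeq2. Most have near-identical copies, so that their changes are uncertain. The histone gene Hist1h2ap rose from 18.3 to 64.7 CPM, Uba52 from 383 to 804 CPM (adjusted p = 3.66e-05), Rpl17-ps8 from 25.3 to 81.2 CPM, Gm10076 by 0.56 on the log2 scale and Rps15a-ps4 from 3.03 to 10.2 CPM, while Rps27rt fell from 170.4 to 90.9 CPM. Ighg3, an antibody heavy chain, fell from 8.28 to 2.11 CPM. The pseudogenes and Gm10076 were named after their values were seen. The interferon response list was positive in 1 of 40 (median -0.28, 0 rose and 3 fell adjusted over the list alone, adjusted p = 3.07e-17 by camera, 0.769 with estimated correlation). Bst2 was 108 against 76.7 CPM (adjusted p = 0.234) and Stat1 203 against 165 CPM (0.444). The count was 198 without DKO replicate 1, 86 without DKO replicate 3, 99 with no filter on low counts and 37 with the third hashtag of the DKO library. B cell-like cells had 6 calls of 9269 genes (573 at an unadjusted p under 0.05, 4 by DESeq2). Hist1h2ap rose from 135 to 360.3 CPM, Uba52 from 309.9 to 633 CPM, Rpl17-ps8 by 1.38, Gm10076 by 0.56 and Gm42418 by 0.21 on the log2 scale, and Rps27rt fell from 144 to 71.7 CPM. Their E2F list was positive in 5 of 44 (median -0.24, adjusted p = 1.06e-06 by camera, 0.712 with estimated correlation) and their oxidative phosphorylation list in 14 of 75 (median -0.14, adjusted p = 2.20e-07 by camera, 0.712 with estimated correlation). The B cell-like count was 42 and 32 without WT replicate 1 and 3, 68 and 25 without DKO replicate 1 and 3, 20 in thinned cells and 50 with no filter on low counts.

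The last question was whether the genotype difference in the epithelium differs between small intestine and colon. By the interaction test 17 of 9701 genes differed (8 higher and 9 lower in the small intestine than in the colon), with 1419 at an unadjusted p under 0.05. Mt1 rose in both, by 3.61 in SI epithelium and 1.48 in the colon, and the difference was 2.05 (SE 0.27, adjusted p = 0.00152). Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693), the main mucin of goblet cells, fell by 3.21 in SI epithelium and had a log2 fold change of -0.73 (adjusted p = 0.428) in the colon, a difference of -2.59 (SE 0.50, adjusted p = 0.0274). Ern2, a stress sensor of goblet cells, differed by -2.34 and the mucin gene Muc3a by -2.21. These are sums over epithelial classes, and their mixture also moved. Goblet-like cells were 13.7% of WT and 5.14% of DKO epithelial cells in SI IEL and 26.2% and 18.1% in the colon. Unfiltered mitochondrial share differed more in SI IEL (40.9% and 11.1%) than in colon (20% and 14.2%). The test does not part these from expression within a class. Scp2 and Pepd, a lipid carrier and a dipeptidase, differed by 1.46 and 1.61. Casp3, Casp7 and Mki67 did not pass the interaction test (adjusted p = 0.786, 0.778 and 0.517). The oxidative phosphorylation list was higher in the small intestine in 74 of 75 genes (0 passed over all genes and 27 adjusted over the list alone, adjusted p = 3.86e-22 by camera, 0.498 with estimated correlation). The count was 236 with no filter on low counts and 27 with DESeq2 size factors, both keeping all 17 genes.

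**Figure D5:**
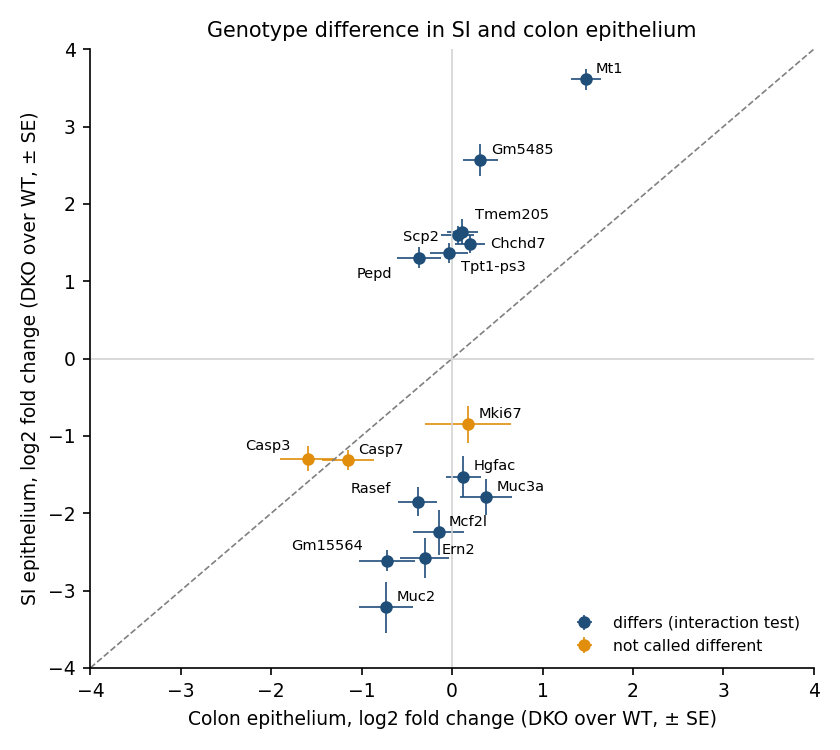
Log2 fold change (DKO over WT) of single genes in SI epithelium (vertical axis) against colon epithelium (horizontal axis), each point a gene with bars of 1 SE and the dashed line marking equal change; genes that differ by the interaction test and have a value in both tissues are shown with Casp3, Casp7 and Mki67. Mt1 lies at 3.61 and 1.48 and Muc2 at -3.21 and -0.73, in SI and colon epithelium.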

Values the study reported

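The authors state n = 3 mice per genotype for the small intestinal intraepithelial cells. They report 679 WT and 2,227 DKO enterocytes among 7,584 and 11,956 cells of the small intestinal intraepithelial libraries, or 9.0% and 18.6%.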

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

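The tests of the filter, of unassigned cells and of the genotype on the epithelial share, of depth in enterocyte-like and T cell-like cells, and of free RNA in T cell-like cells were chosen after the results were seen.

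Epithelial cells were 11 percentage points more of the DKO than of the WT cells in SI IEL, but without the mitochondrial filter the difference was 0.518 points, so the unequal loss at this filter may account for it. The sort to equal CD45-positive and CD45-negative parts largely sets the share before the filter, so that value cannot tell how many epithelial cells were recovered. Cells without a hashtag do not account for it: over all cells of the libraries, assigned or not, the difference was 13.7 points. The genotype stays open. Without the filter the difference was 0.0843 SD of the mice, which the sort also limits, and a genotype effect on damage during isolation would act through the same filter. Each genotype is 1 lane, so handling and genotype cannot be told apart.

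In SI IEL enterocyte-like cells 50.7% of genes changed. Lower depth of the WT cells (median 3465 UMIs against 14825) stays open. In thinned cells 51.3% of tested genes were called, but of fewer genes, with 1956 calls against 5210. Over 2728 genes called at full depth the slope was 1.06, with the same sign in 94.0%. Random thinning keeps the expected share of each gene in a cell, so it cannot remove a difference that goes with shallow cells. More damaged cells in the WT library stay open: in cells matched on mitochondrial share and UMIs, drawn without the mitochondrial filter and mostly over 20%, the log2 fold changes had a slope of 0.426 on those of the filtered cells, between the bounds of 0.25 and 0.5 set before that test. The list of nuclear oxidative phosphorylation genes was also higher in colon epithelium by camera (adjusted p = 1.11e-21, but 0.430 with an estimated correlation and 0 of 74 members passing), and 42 of 75 members rose in SI IEL T cell-like cells, which Villin-Cre does not target, so an effect of the genotype on these genes stays open. Of the 10 splits of the 6 mice, too few for a share under 0.05, the real one called 5210 genes, as did no other (1 of 10), and the highest other 0.

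In SI IEL T cell-like cells 782 genes changed. Lower depth of the WT cells is argued against by the depths themselves, a median of 3423.5 UMIs in WT and 2868 in DKO T cell-like cells. The slope was 1.01 between the log2 fold changes in thinned and in all UMIs. It cannot decide, since random thinning keeps the expected share of each gene in a cell. Free RNA from epithelial cells may account for part: 49.8% of the genes that rose are at least 4 times higher in epithelium, and without such genes 322 were called, so the rest and any response to the DKO epithelium stay open. The splits are too few for a share under 0.05: the real one called 782 genes (1 of 10 as large) and the highest other 0.

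Unnamed cells made up 2.86% of the cells of 1 colon WT hashtag, far from the others (0 to 0.476%), and 1.33% of 1 colon DKO hashtag (others 0 to 0.314%). These were 2 of 44 groups of samples looked at, and chance puts about 1 in 20 so far. In mLN, 265 cells of the DKO library carried hashtag 2, outside the hashtags in use in the WT library.

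The genotype difference differed between SI and colon epithelium in 17 genes by the interaction test. The log2 difference, SI minus colon, was 5.43 for Serpinb5 (SE 1.10), 2.05 for Mt1, 1.61 for Pepd, 1.46 for Scp2, 1.46 for Tmem205 and 1.23 for Chchd7. It was -2.59 for Muc2, -2.34 for Ern2, -2.23 for Ints6l, -2.21 for Muc3a, -2.14 for Mcf2l, -2.07 for Rasa4, -1.66 for Hgfac and -1.53 for Rasef. The sums pool classes whose mixture moved, as did mitochondrial share, and neither is parted from expression in these genes. Of 60 splits drawn from 9240, the real one alone called as many (1), and the highest other called 1. The colon hashtags are 3 mice in 2 fractions and cannot be exchanged, so the splits do not show whether chance can be excluded.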

How the results depend on the processing

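The settings that used no mitochondrial filter for genes, only cells over 20% mitochondrial UMIs, only cluster 8, matched cells, no epithelial genes, the hashtag set, plasma cells alone or hashtag 2 of mLN were tests chosen after the data were seen. Of 6778 values of named genes under alternatives 6205 kept their side of the threshold, 322 passed it newly, 231 no longer passed and 20 turned direction. Turned directions were counted only for genes that passed in the main fit (164 of 459). Where a gene passed in neither fit, its direction was not compared. Of 590 class shares 581 stayed within 1 SD and 9 moved. Values below are counts of changed genes by comparison unless stated, with the main count in brackets, and the cause was not tested except where fewer genes, cells or samples are the setting itself. DESeq2's Wald test gave crypt-like cells 113 (11), SI IEL T 465 (782), SI LPL T 41 (7), B 2 (5), plasma 19 (1), macrophages and dendritic cells 63 (0), colon epithelium 37 (2) and colon B and plasma 5 (2). No filter on low counts gave crypt 234, SI LPL T 294, B 39, plasma 240, macrophages and dendritic cells 390, colon epithelium 34, colon T 23 (1), colon B and plasma 7, mLN T 99 (7), mLN B 50 (6) and SI against colon 236 (17). DESeq2 size factors gave SI against colon 27. Hashtag number as a block gave crypt 119, SI LPL T 142, plasma 10, macrophages and dendritic cells 309, colon epithelium 34, colon T 0, colon B and plasma 44, mLN T 29 and mLN B 19. HTODemux gave enterocytes 2848 (5210), SI LPL T 0, B 2, Casp3 and Casp7 falls 2 (4) and an epithelial share difference of 4.45 (11). The 10% mitochondrial filter gave enterocytes 3344, crypt 23, SI LPL B 3 and colon epithelium 4. Thinning to 1000 UMIs gave enterocytes 1956, crypt 5, SI IEL T 292, SI LPL T 2, B 14, plasma 3, colon epithelium 19, colon B and plasma 0, mLN B 20, Casp3 and Casp7 falls 1, and a Krt20 log2 fold change of -0.081 (0.53). At least 50 cells gave colon epithelium 4 and colon T 0. No mitochondrial filter gave crypt 82, colon epithelium 1 and an epithelial share difference of 0.518. The hashtag set as a covariate gave colon epithelium 56 and colon B and plasma 26, plasma cells alone 18, mLN T with hashtag 2 37, and SI IEL T without epithelial genes 322. Among enterocytes, only cells over 20% mitochondrial UMIs gave 1814, with log2 fold changes turned in Fcer1g 0.87, Nr4a2 0.17, Lag3 0.052, Itgae 0.43, Ccl5 1.09, Krt20 -0.030, Ahr 0.19 and Atad2 0.077. Only cluster 8, the cluster of most WT cells, gave 671, with Fcer1g 1.05, Nr4a2 0.67, Nr4a3 0.25, Lag3 0.23, Itgae 0.70, Ccl5 0.72, Atad2 0.013 and H2-Eb1 -0.00072 turned. Casp3 and Casp7 did not pass in cluster 8. The falls counted over epithelial classes were then 2 (4), both in crypt-like cells, which this setting leaves unchanged. Matched cells gave 1891, with Fcer1g 0.0092, Mcm5 0.053 and Ccl5 0.0019 turned. Of 103 gene list tests that passed, out of 313, an estimated correlation left 9 and fry 38. The Mki67 share difference moved with 500 UMIs to -3.90 in enterocyte-like (-6.64) and 0.706 in T cell-like cells (1.35), and unthinned to 7.13 in crypt-like (-1.93), 5.44 in goblet-like (1.68), 2.01 in T cell-like and 9.11 in colon epithelial cells (1.11). The mitochondrial share difference of enterocyte-like cells was -3.50 after the 20% filter (-31.5). Leave-one-out ranges were 4304 to 4875 in enterocytes, 11 to 240 in crypt, 374 to 734 in SI IEL T, 0 to 24 in SI LPL T, 2 to 5 in B, 0 to 4 in plasma, 0 to 19 in macrophages and dendritic cells, 2 to 6 in colon epithelium, 0 to 1 in colon T, 0 to 3 in colon B and plasma, 5 to 198 in mLN T, 25 to 68 in mLN B, 3 to 4 for Casp3 and Casp7, 98 to 112 for lists, 0 to 0 for class shares and 7.40 to 13.2 for the epithelial share. Where 1 sample was left in a group (crypt WT, mLN), it is assumed to vary like the other group. Crypt-like cells gave no value with HTODemux or at least 50 cells. In colon B and plasma cell-like cells, whose smallest sample held 49097 UMIs and whose biological coefficient of variation was 0.483, 8% of genes changed 2-fold were recovered in simulated data.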

Other observations

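B cell-like cells of SI IEL, which belong to no planned comparison and whose genes were chosen after their values were seen, had more Mki67 in DKO mice, 86.3 ± 72.9 against 327 ± 64.3 CPM (log2 fold change 1.81, SE 0.33, adjusted p = 0.00663, n = 3 mice each). Mt1 in them was 8.34 ± 7.45 and 97.1 ± 16.0 CPM (3.69), with a UMI in 1.74% of WT and 20.9% of DKO cells (median depth 2492 and 1945 UMIs). That is below the 6.05% and 26.7% of T cell-like cells (3423.5 and 2868 UMIs), and whether it comes from other cells was not tested. Mt1 rose in 5 comparisons, in the epithelium of both tissues, in SI IEL T cell-like and in SI LPL B cell-like cells. In SI LPL T cell-like cells it was 184 and 128 CPM (adjusted p = 0.689), in SI LPL plasma cell-like cells 767 and 816 CPM (0.994), and in SI LPL macrophages and dendritic cells 538 and 745 CPM (0.265). It was not tested in colon T cell-like cells (57.7 and 56.7 CPM) or in mLN T and B cell-like cells (0.755 and 0.422, 1.63 and 0.372 CPM). In colon macrophages and dendritic cells it was 395 and 482 CPM (adjusted p = 0.486), and in colon plasma cell-like cells 286 and 346 CPM (adjusted p = 0.405). Of the other genes called in at least 3 comparisons, chosen after their values were seen, most have near-identical copies or are non-coding. Uba52 rose in 5, Gm10076 in 4 and Rpl17-ps8 in 3, Hist1h2ap rose in 4 and fell in 1, Gm42418 rose in 1 and fell in 2, Gm26917 fell in 5, Mir6236 and Rps27rt in 4 each and Rn7sk in 3. The exceptions were Reg3b, which rose in 3, and Cd74, which rose in 2 and fell in 1.

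Other splits of the samples were fitted for the remaining comparisons. In SI LPL the 10 splits are too few for a share under 0.05: the real count and the highest other were 7 and 173 in T cell-like cells (2 splits as large), 5 and 24 in B cell-like cells (2), 1 and 2 in plasma cell-like cells (3), and 0 and 0 in macrophages and dendritic cells (10, edgeR, with 1297 genes at an unadjusted p under 0.05 and 63 by DESeq2). In the colon 100 splits were drawn per comparison. As large a count came from 4 in epithelium (462 possible, 2 genes, highest other 299). It came from 8 in T cell-like cells (210, 1, 13) and 4 in B and plasma cell-like cells (462, 2, 301). The colon hashtags are 3 mice in 2 fractions and cannot be exchanged, so these splits do not show whether chance can be excluded. Splits that call 173, 299 and 301 genes point to a structure of the samples other than genotype, and in the highest splits of colon epithelium and of colon B and plasma cell-like cells 5 of the 6 hashtags of a group came from 1 of the sets 1 to 3 and 4 to 6. In colon B and plasma cell-like cells, of the 32 splits that part every same-numbered pair, 2 called as many as the real 2 without a block (highest other 2), so chance is not excluded for that count. With hashtag number as a block only the real one called 44 (1 of 32), and the highest other called 33. The numbers were not shown to pair mice, so this block count does not show whether chance can be excluded.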
